A study of Mus musculus with 65 samples.

How the data were processed

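The series holds 65 samples of mouse testis chromatin in 36 groups, of which 29 have 2 samples and 7 have 1. Each group is an antibody in a genotype. Per the labels' protocols, male pups aged 1.5 days were given a blocker of retinoic acid by mouth for 7 to 10 days. A single dose of retinoic acid then brought their spermatogonia into meiosis together, and testes were taken 8 days after the injection, when 80 to 95% of the cells were leptotene and zygotene spermatocytes. The tissue was fixed in 4% formaldehyde for 15 minutes, sonicated and precipitated with antibodies. For DMC1, the labels' protocols describe a further kinetic enrichment of single-stranded DNA.

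Processed files of 24 groups were analysed here, 1 peak list per group: MEI4 in 5 genotypes, IHO1 in 5, HORMAD1 in 5, SYCP3 in 6, CTCF in the wild type, and DMC1 in the wild type and Hormad1KO. The other 12 groups (among them PRDM9, the input, each protein in its own knockout, and the B6-Tg(YF) and RJ2 mice) were not used here. Per the series' design text, the authors subtracted from each protein's processed data the signal of its own knockout. The aligner, the peak caller, its thresholds and the genome build are not stated in the labels or the files. Each list is attached to the group's replicate 1, and whether replicates were pooled is not stated, so no list can be set against a second list of the same group. The 21 lists of MEI4, IHO1, HORMAD1 and SYCP3 give a start and an end per peak and no strength. The CTCF list also has a deposited score per peak, written with a decimal comma, which ran from -6.85 to 37.3, with 192 of 32676 scores below 0. The DMC1 lists have a deposited signal value per hotspot, whose unit the authors did not name. All of these DMC1 values were multiples of 0.5. They are the authors' values and were used only to rank or filter hotspots within their own list. Sequencing depth is unknown for every list.

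Peaks were compared by position. A peak counted as lying at a site where the 2 intervals shared at least 1 bp. The sites were the wild-type DMC1 hotspots, the wild-type CTCF peaks and gene ends. The design called for transcription start sites. The gene table at hand (NCBI RefSeq genes, assembly GRCm38.p6) gives no strand, so either end of each of 21887 protein-coding genes was used in place of start sites, widened by 1 kb to each side. This choice was made after the data were examined. Because the files name no build, the fit of the table to the peaks was checked by moving the gene ends along the chromosomes. Of the SYCP3 peaks of Iho1KO, 68.0% lay at gene ends in place, against 24.6% after a shift of 2 kb and 12.7% after a shift of 20 kb, and the share in place was above the shares at shifts of 5 and 20 kb on 20 of 20 chromosomes. Gene names at sites come from the same table, and coordinates are printed as the peak files give them, counted from 1.

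For each list, enrichment at a kind of site was the log2 ratio of the number of overlapping peaks to its mean over 1000 random placements of the peaks on their own chromosomes, with 0.5 added to both counts. A one-sided permutation p (smallest possible 0.001) was adjusted by Benjamini-Hochberg over the family: 21 lists at DMC1 hotspots, 23 at CTCF peaks, 24 at gene ends and 27 pairs of proteins within a genotype. An adjusted p under 0.05 was called. Shares have Wilson 95% intervals. Differences between genotypes are differences of 2 shares with Newcombe 95% intervals, called where the interval excludes 0, with no p-value, because there is 1 list per group and peaks are not replicates. Intervals cover counting error only, and treat peaks as independent. Hotspots were ranked by the wild-type DMC1 value into 4 and into 10 equal classes. The Spearman correlation of DMC1 values was taken across shared hotspots of 2 lists, with a permutation p from 100000 resamples. Sites named in the text were chosen by a rule set before the data were examined: the 3 hotspots with the highest value in each DMC1 list, the 5 merged regions found in the largest number of the 21 protein lists (ties by the larger summed overlap in base pairs), and the widest peak of each wild-type protein list. The widest peaks are not reported here.

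The alternatives were an overlap of at least 50% of the shorter interval, a 1 kb window at each peak's centre, autosomes only, the upper 50% of each list (by value, or by width where there is none), the stronger 50% of the DMC1 hotspots, random moves of 20 to 200 kb in place of placement anywhere on the chromosome, hotspots with exactly 1 partner, the strongest against the weakest 10% of hotspots, X shares without hotspot peaks, shares at CTCF peaks and gene ends among peaks that were not at hotspots, enrichment and shares at hotspots among peaks that were not at gene ends, and, for gene ends, all 49943 annotated genes or the end itself without the 1 kb margin. All but those that involve gene ends and the shares at CTCF peaks without hotspot peaks were listed before the data were examined. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots used matplotlib 3.10.9. The calculations were tested on simulated data. Of 200 random lists of 1566 peaks, the size of the wild-type MEI4 list, each set against 200 random placements, 4.5% had p under 0.05 at DMC1 hotspots. With 5% of peaks placed on hotspots, all 200 did, and the excess over random placement averaged 4.87% of the peaks. With the observed shares taken as true, the interval held the true difference in 95.3% of 2000 simulated comparisons of MEI4 between Prdm9KO and the wild type, and in 94.5% of 2000 of IHO1 between Hormad1KO and the wild type. Overlap counts equalled those of bedtools 2.31.1 in each of 20 simulated lists.

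The closing section adds tests on shifts in rank. Hotspots with exactly 1 partner in the other DMC1 list and a wild-type value of 500 or more (2814) were ranked by each list's own values, and the shift was the rank in Hormad1KO minus the rank in the wild type, in percent of the hotspots ranked. Neighbours up to 200 kb apart were paired, and windows of 1 Mb with at least 3 hotspots were summarised. These settings were chosen after the pattern was seen. A version on the ratio of values between the lists was run before it and set aside, because values of different lists share no known scale. In simulated sites, the correlation of neighbours averaged -0.00168 with independent noise and 0.491 with equal independent and regional variance.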

Results

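Meiotic recombination starts with programmed DNA double-strand breaks made by SPO11 with partner proteins that include MEI4 and IHO1, on chromosomes organised along an axis that contains HORMAD1 and SYCP3. PRDM9 is the DNA-binding methyltransferase that sets the places of breaks in mice, DMC1 is the recombinase that coats the single-stranded DNA at breaks, and CTCF is an architectural DNA-binding protein. The series mapped these proteins by chromatin immunoprecipitation and sequencing in synchronised testes of wild-type C57BL/6 mice and of mice lacking Prdm9, Spo11, Mei4, Iho1 or Hormad1. The comparisons its design implies ask where each protein lies relative to break hotspots, which genes its localisation depends on, and whether the proteins share sites. There was 1 peak list per protein and genotype, so none of the differences between genotypes has a replicate check. Intervals cover counting error only, with peaks treated as independent. Per the labels, the SYCP3 groups of Prdm9KO, Spo11KO and Iho1KO have 1 sample, and the other groups with a protein list have 2.

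The 21 lists of MEI4, IHO1, HORMAD1 and SYCP3 held between 80 and 5380 peaks. In the wild type, MEI4 had 1566 peaks (median width 1947 bp), IHO1 1589 (2300 bp), HORMAD1 1715 (2641 bp) and SYCP3 1911 (2791 bp). Prdm9KO gave the shortest list of each protein, with 80 peaks for MEI4, 378 for IHO1, 1009 for HORMAD1 and 607 for SYCP3. In Spo11KO the lists held 3817, 2681, 2897 and 2369 peaks of MEI4, IHO1, HORMAD1 and SYCP3. Mei4KO gave 1036 IHO1, 5275 HORMAD1 and 1125 SYCP3 peaks. Iho1KO gave 2679 MEI4, 3149 HORMAD1 and 5380 SYCP3 peaks. Hormad1KO gave 3828 MEI4, 1860 IHO1 and 823 SYCP3 peaks. The CTCF list held 32676 peaks, and the DMC1 lists 13808 hotspots in the wild type and 5002 in Hormad1KO. Because the sequencing depth and peak thresholds are unknown, the length of a list was not used as a measure of binding.

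Nearly all MEI4 peaks lay at DMC1 hotspots in each genotype except Prdm9KO. In the wild type, 1510 of 1566 peaks did (96.4%, Wilson 95% interval 95.4 to 97.2), against a mean of 37.7 for peaks placed at random on the same chromosomes (log2 enrichment 5.30, one-sided permutation p 0.001, the smallest possible; 0.00117 after Benjamini-Hochberg adjustment over the family). Of the alternatives, the 1 kb window at each centre moved this enrichment most, to 6.42. The share was 98.7% in Spo11KO, 97.5% in Iho1KO and 97.1% in Hormad1KO, and 10.0% (5.15 to 18.5; 8 of 80 peaks) in Prdm9KO. The difference between Prdm9KO and the wild type was -86.4 percentage points (Newcombe 95% interval -91.3 to -77.9), and moved to -91.8 with the 50% of hotspots that had the higher DMC1 value. The increase in Spo11KO was 2.32 points (1.41 to 3.40), but 0.252 with those stronger hotspots, where its interval included 0. The change in Hormad1KO, 0.676 points (-0.322 to 1.82), was not called. The change in Iho1KO was 1.08 points (0.0269 to 2.24), and fell to 0.693 on autosomes, where its interval included 0. With the stronger hotspots both reversed, to -4.39 points in Hormad1KO and -2.88 in Iho1KO.

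The other 3 proteins divided their wild-type peaks between hotspots and other sites. At DMC1 hotspots lay 40.6% (38.2 to 43.0) of IHO1 peaks, 41.3% (39.0 to 43.6) of HORMAD1 peaks and 60.0% (57.8 to 62.2) of SYCP3 peaks, with log2 enrichments of 3.86, 3.77 and 4.32. Without PRDM9 these shares were 5.56%, 5.45% and 26.4%, which were differences of -35.0, -35.8 and -33.7 points. Each of these intervals excluded 0, and the log2 enrichments of the Prdm9KO lists were 0.99, 1.12 and 3.07. Many of these Prdm9KO hotspot peaks also lay at gene ends, where weak hotspots lie more often than strong ones: 124 of 160 for SYCP3 in Prdm9KO (77.5%, 70.4 to 83.3), 28 of 55 for HORMAD1 and 10 of 21 for IHO1. In the wild type 11.2% of the SYCP3 hotspot peaks did. Among peaks that were not at gene ends, the 3 enrichments in Prdm9KO were 0.58 for IHO1, not called, 0.49 for HORMAD1 and 2.42 for SYCP3, both called.

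In the knockouts of the break machinery, the shares of peaks at hotspots changed in different directions. A change in share need not be a move of peaks. For HORMAD1 in Spo11KO, hotspot peaks numbered 715 against 708 in the wild type, while other peaks rose from 1007 to 2182. IHO1 peaks were at hotspots more often in Spo11KO (73.1%; difference 32.6 points, 29.6 to 35.5) and in Hormad1KO (93.7%; difference 53.1 points, 50.4 to 55.7), and less often in Mei4KO (3.76%; difference -36.8 points, -39.5 to -34.1). HORMAD1 peaks were at hotspots less often in each knockout: 24.7% in Spo11KO (difference -16.6 points, -19.4 to -13.8), 5.23% in Mei4KO (-36.1 points, -38.5 to -33.7) and 6.16% in Iho1KO (-35.1 points, -37.6 to -32.6). SYCP3 peaks were also at hotspots less often in each: 33.6% in Spo11KO (-26.5 points), 13.2% in Mei4KO (-46.9 points), 16.4% in Iho1KO (-43.6 points) and 24.3% in Hormad1KO (-35.7 points), each with an interval below 0. Of these SYCP3 hotspot peaks, 258 of 795, 117 of 148, 642 of 883 and 42 of 200 also lay at gene ends. Among peaks that were not at gene ends, all 4 differences were still called (-11.8, -55.5, -49.2 and -38.8 points). Of the 17 differences at hotspots, 16 were called, 4 of them increases. All 21 lists were enriched at hotspots over random placement, from a log2 value of 0.54 for IHO1 in Mei4KO (adjusted p 0.014) to 5.56 for MEI4 in Spo11KO. The low values did not hold under every alternative: with moves of 20 to 200 kb the enrichment was no longer called for MEI4 and IHO1 in Prdm9KO (0.72 and 0.40) and for IHO1 in Mei4KO (0.13). For HORMAD1 in Prdm9KO it was -0.06 with the stronger hotspots, and for HORMAD1 in Mei4KO 0.06 in the wider 50% of peaks, where neither was called.

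**Figure D1:**
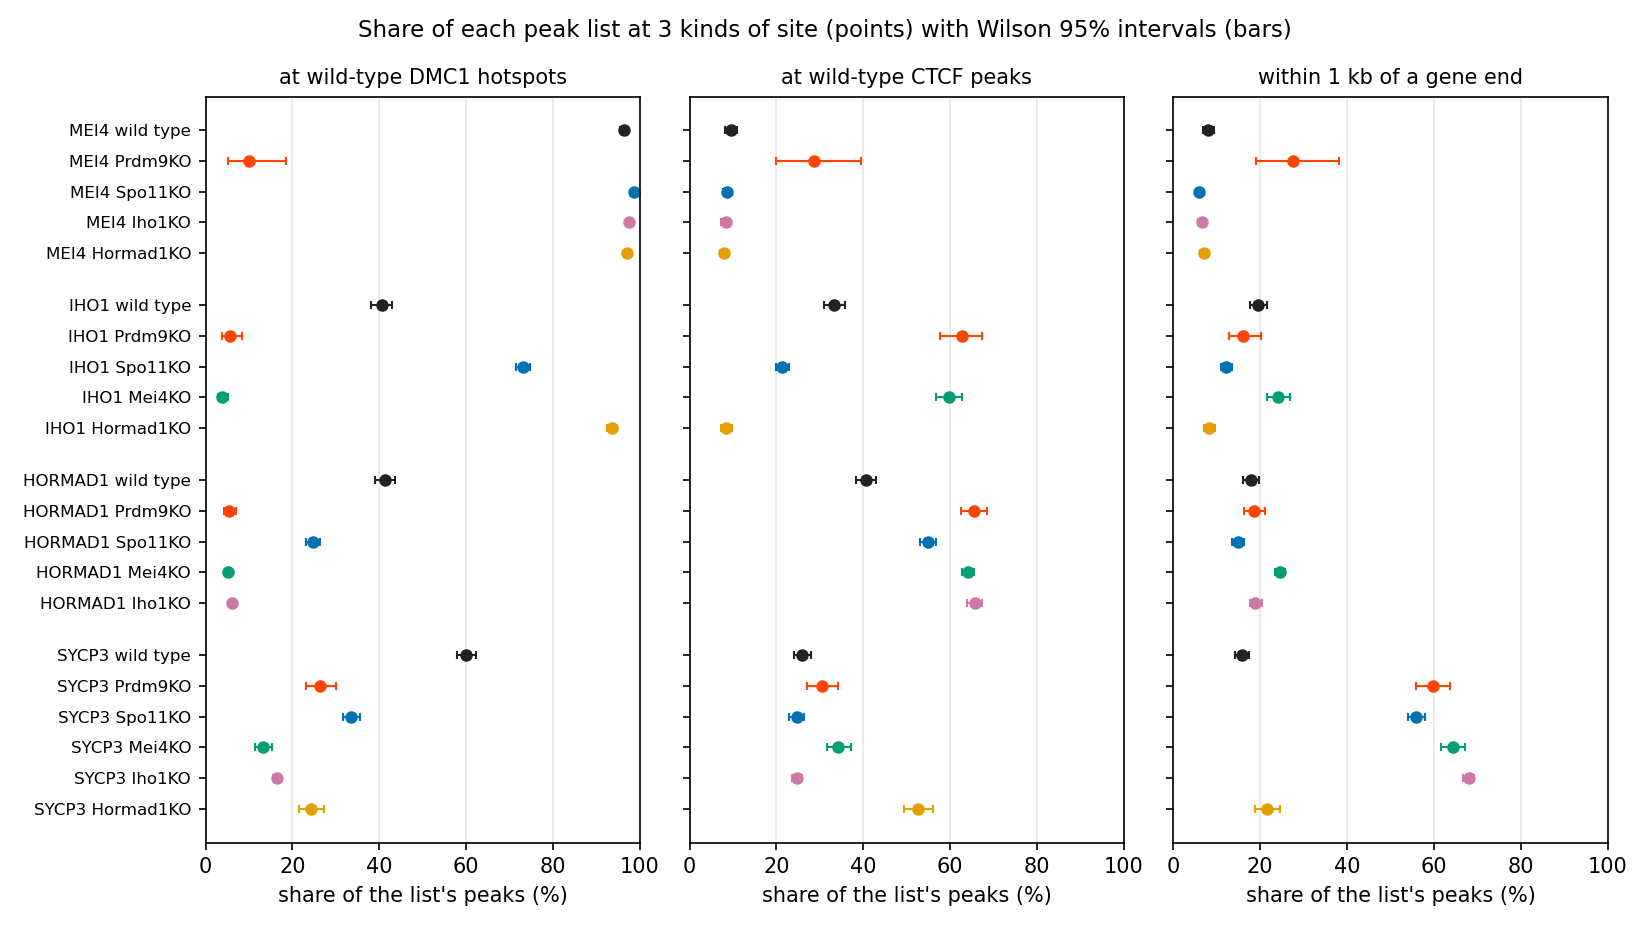
Share of each list's peaks (horizontal axis, percent) at wild-type DMC1 hotspots, at wild-type CTCF peaks and within 1 kb of a gene end, for 21 lists of MEI4, IHO1, HORMAD1 and SYCP3 coloured by genotype. Points are shares and bars Wilson 95% intervals. MEI4 was above 96% at hotspots in every genotype except Prdm9KO (10.0%), and SYCP3 at gene ends ranged from 56.0 to 68.0% in Prdm9KO, Spo11KO, Mei4KO and Iho1KO against 15.8% in the wild type.

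The peaks away from hotspots were often at CTCF peaks. In the wild type, 33.4% of IHO1 peaks, 40.7% of HORMAD1 peaks and 26.0% of SYCP3 peaks lay at CTCF peaks (log2 enrichments 2.39, 2.57 and 1.91), compared with 9.45% of MEI4 peaks (0.77, or 0.28 with moves of 20 to 200 kb, the alternative that moved it most). Among the peaks that were not at hotspots, the shares at CTCF peaks were 49.8% for IHO1, 62.1% for HORMAD1 and 52.0% for SYCP3. All 23 lists tested were enriched at CTCF peaks (adjusted permutation p 0.001 for each, the smallest possible). Without PRDM9 the share at CTCF peaks was 62.7% for IHO1 (difference 29.3 points, 23.8 to 34.6) and 65.6% for HORMAD1 (24.9 points, 21.1 to 28.6). The increase for MEI4 was 19.3 points (10.4 to 30.1), and 2.50 on autosomes alone, where its interval included 0. That for SYCP3, 4.52 points (0.460 to 8.76), was not called with the 1 kb window (1.20), on autosomes (3.62) or with the stricter overlap (3.41). The share rose in Mei4KO for IHO1 (59.8%), HORMAD1 (64.1%) and SYCP3 (34.3%), in Spo11KO and Iho1KO for HORMAD1 (55.0% and 65.7%), and in Hormad1KO for SYCP3 (52.7%). It fell for IHO1 in Spo11KO, to 21.3% (-12.0 points, -14.8 to -9.24), and in Hormad1KO, to 8.44% (-24.9 points, -27.5 to -22.3). The fall in Spo11KO reversed in the wider 50% of the peaks (2.32 points). The SYCP3 changes in Spo11KO (-1.26 points) and Iho1KO (-1.23 points) were not called, and in the wider 50% of the peaks they reversed to 9.20 and 7.80. These shares of whole lists also move with the share of hotspot peaks. Among peaks that were not at hotspots, the SYCP3 share at CTCF peaks fell from 52.0% in the wild type to 35.6% in Prdm9KO (-16.4 points, -22.0 to -10.6) and 36.1% in Mei4KO (-15.8 points, -20.4 to -11.1), the reverse of the whole lists, and to 30.2% in Spo11KO (-21.7 points) and 26.8% in Iho1KO (-25.2 points), both called. Among these peaks the IHO1 fall in Spo11KO reversed (3.41 points, -1.44 to 8.22), and the rises of HORMAD1 in Mei4KO (3.07 points) and MEI4 in Prdm9KO (7.74 points) were not called. The other rises were still called but smaller: 14.4 points (8.34 to 20.1) for IHO1 in Prdm9KO, 10.7 in Mei4KO in place of 26.5, 12.4 for SYCP3 in Hormad1KO in place of 26.8, and for HORMAD1 4.29 (0.0402 to 8.51) in Prdm9KO, 5.99 in Spo11KO in place of 14.3 and 5.65 (2.25 to 9.11) in Iho1KO. The fall of IHO1 in Hormad1KO was -27.6 points.

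At gene ends, SYCP3 stood apart from the other proteins. In the wild type, 15.8% (14.2 to 17.5) of SYCP3 peaks lay within 1 kb of the end of a protein-coding gene, beside 19.6% of IHO1, 17.8% of HORMAD1 and 7.98% of MEI4 peaks. The MEI4 enrichment was small (log2 0.35, adjusted p 0.00343) and reversed with moves of 20 to 200 kb (-0.14). In Prdm9KO the MEI4 share was 27.5% (22 of 80 peaks; difference 19.5 points, 10.8 to 30.2, and 3.57, not called, among peaks that were not at hotspots, which moved it most). For SYCP3 the share was 59.8% in Prdm9KO (difference 44.0 points, 39.7 to 48.1), 56.0% in Spo11KO (40.2 points, 37.5 to 42.7), 64.4% in Mei4KO (48.6 points, 45.3 to 51.8) and 68.0% in Iho1KO (52.2 points, 50.1 to 54.2). In Hormad1KO it was 21.5% (5.70 points, 2.54 to 9.03), and this last difference was 4.77 points and not called in the wider 50% of the peaks, and reversed to -0.975 among peaks that were not at hotspots. The other 4 SYCP3 differences were 30.8, 45.2, 39.6 and 44.5 points among those peaks, each with an interval above 0. The log2 enrichments of the 4 higher lists were 2.91, 3.15, 3.30 and 3.64. The gene-end share of IHO1 rose in Mei4KO by 4.56 points, which was 1.39 and not called with the stricter overlap, and changed by -7.38 points in Spo11KO and -11.3 points in Hormad1KO, and that of HORMAD1 rose in Mei4KO by 6.71 points. It fell in Spo11KO for HORMAD1 (-2.98 points, -5.23 to -0.782) and MEI4 (-2.17 points, -3.77 to -0.695), and neither was called with the 1 kb window (-0.371 and -0.588). For DMC1 hotspots it fell from 13.4% in the wild type to 6.18% in Hormad1KO (-7.22 points, -8.08 to -6.32). In 4 equal classes of the wild-type DMC1 value, 22.0, 16.7, 9.44 and 5.48% of wild-type hotspots lay at gene ends, from weakest to strongest. The Hormad1KO list held 2.32% of the weakest class and 87.6% of the strongest. The fall for DMC1 can therefore come from which hotspots are in the shorter list, and does not show a change at any site. Among peaks that were not at hotspots, the IHO1 changes reversed, to -1.11 points in Mei4KO, 0.873 in Spo11KO and 4.38 in Hormad1KO, each with an interval that included 0, and the HORMAD1 rise, 2.47 points, was not called. The HORMAD1 fall in Spo11KO was still called there (-4.94 points, -7.96 to -2.03), and that of MEI4 was not (-8.93). Enrichment at gene ends was not called for MEI4 in Spo11KO (log2 0.06, adjusted p 0.258) or for DMC1 in Hormad1KO (0.09, adjusted p 0.13).

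Whether a wild-type peak was found again in a knockout depended on where it lay. Of the 1510 wild-type MEI4 peaks at hotspots, 93.7% were in the Spo11KO list, 93.4% in the Hormad1KO list, 81.2% in the Iho1KO list and 0.331% in the Prdm9KO list. Of the 56 MEI4 peaks elsewhere, 35.7% were in the Prdm9KO list. The difference between these in Prdm9KO, -35.4 points (-48.5 to -24.1), moved most with the 1 kb window, to -21.6. Of the 80 MEI4 peaks of Prdm9KO, 71 lay in the last 3 Mb of chromosomes. The peaks found again may thus come from few places, and an interval that treats them as independent may be too narrow. IHO1 peaks at hotspots were found in Hormad1KO for 69.6% and elsewhere for 4.87% (difference 64.7 points, 60.8 to 68.4). In Spo11KO these shares were 69.3% and 37.1%, and in Mei4KO 3.26% and 45.4%. For HORMAD1 the order was the other way in all 4 knockouts: 5.08% of hotspot peaks and 58.3% of other peaks were found in Prdm9KO, 49.9% and 76.5% in Spo11KO, 6.36% and 52.7% in Mei4KO, and 14.0% and 74.7% in Iho1KO. For SYCP3, 1.39% of hotspot peaks and 29.3% of other peaks were found in Prdm9KO, 2.09% and 37.8% in Mei4KO, 11.6% and 66.4% in Iho1KO, and 13.9% and 47.6% in Hormad1KO. The SYCP3 difference in Spo11KO, -9.59 points (-14.0 to -5.11), reversed to 17.7 with the 1 kb window and to 14.5 with the stricter overlap, and the HORMAD1 difference in Spo11KO fell to -1.62 with the 1 kb window, where its interval included 0.

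**Figure D2:**
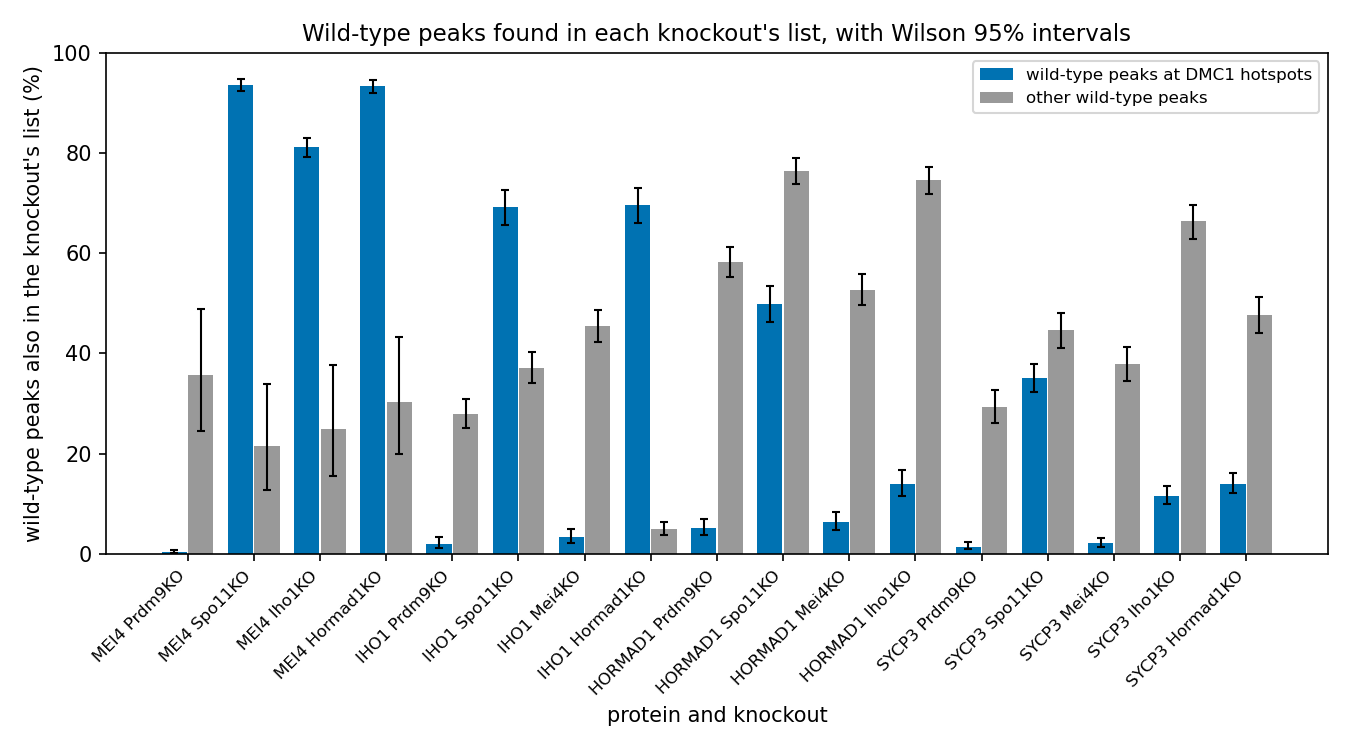
Share of wild-type peaks (vertical axis, percent) that overlap a peak of the same protein in each knockout, for wild-type peaks at DMC1 hotspots (blue bars) and elsewhere (grey bars), with Wilson 95% intervals. IHO1 in Hormad1KO kept 69.6% of hotspot peaks and 4.87% of other peaks, and HORMAD1 in Iho1KO kept 14.0% and 74.7%.

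The proteins shared sites in each genotype. All 27 pairs of lists overlapped more than random placement (adjusted permutation p 0.001 for each, the smallest possible), with log2 enrichments from 2.80 to 7.45. Random placement does not keep the enrichment of both lists at hotspots and CTCF peaks, so sharing beyond these sites was not tested. In the wild type, 423 of 1566 MEI4 peaks lay at IHO1 peaks (log2 enrichment 6.18, or 4.31 with moves of 20 to 200 kb, the alternative that moved it most), 453 at HORMAD1 peaks (6.04) and 718 at SYCP3 peaks (6.58), and 981 of 1589 IHO1 peaks lay at HORMAD1 peaks (7.05). In Hormad1KO, 1720 of 3828 MEI4 peaks lay at IHO1 peaks (7.14). The lowest pairs were those of MEI4 in Iho1KO: 105 of 2679 MEI4 peaks lay at HORMAD1 peaks (2.83) and 147 at SYCP3 peaks (2.80).

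Occupancy of a hotspot went with its DMC1 value, as given by the authors, in 13 of 21 lists. The share of hotspots with a wild-type MEI4 peak was 41.2% in the strongest 25% (3452 hotspots) and 0.0579% in the weakest 25% (difference 41.1 points, 39.5 to 42.8, and 64.8 between the strongest and weakest 10%, the alternative that moved it most). In the strongest 25% the MEI4 share was 81.2% in Spo11KO, 76.4% in Hormad1KO and 57.4% in Iho1KO. These lists are longer (3817, 3828 and 2679 peaks against 1566). The share of a fixed set of hotspots can rise with list length alone, so such shares do not measure a change in binding between genotypes. IHO1 peaks were at 15.3% of the strongest 25% in the wild type, 49.7% in Spo11KO and 44.8% in Hormad1KO, HORMAD1 peaks at 17.2% in the wild type, and SYCP3 peaks at 28.7% in the wild type and 15.3% in Spo11KO. In 5 lists the weakest 25% was occupied more often than the strongest. Among these, the SYCP3 list of Iho1KO had peaks at 9.53% of the weakest 25% and 3.94% of the strongest (difference -5.59 points, -6.78 to -4.42), although between the outer 10% the difference was -1.67 and not called. The HORMAD1 lists of Prdm9KO (-0.261 points) and Mei4KO (-0.840) and the SYCP3 list of Mei4KO (-1.10) also lost their call between the outer 10%, and the SYCP3 list of Prdm9KO (-0.753) kept it. No MEI4 peak of Prdm9KO lay at any of the 3452 strongest or 3452 weakest hotspots.

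**Figure D3:**
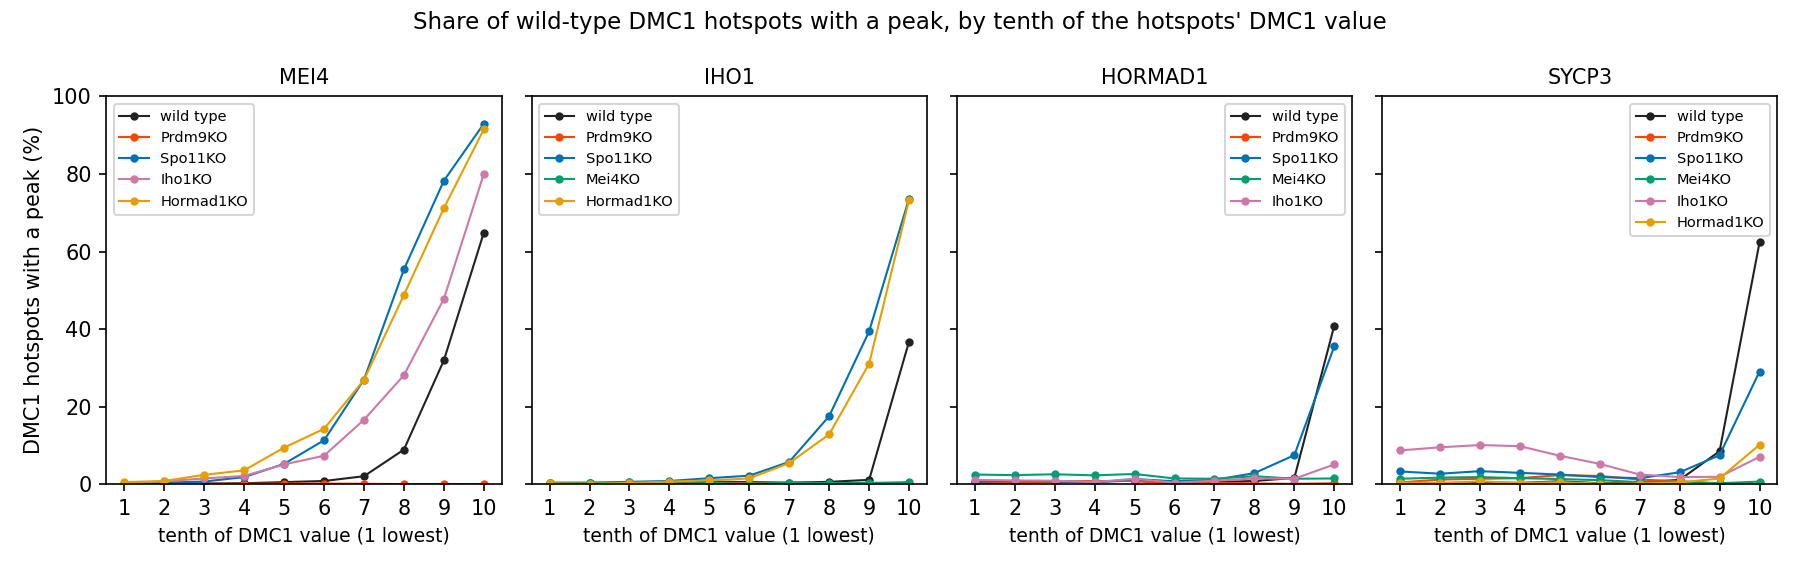
Share of wild-type DMC1 hotspots with a peak (vertical axis, percent) in 10 equal classes of their DMC1 value (horizontal axis, 1 lowest), 1 panel per protein and 1 line per genotype. MEI4, IHO1, HORMAD1 and SYCP3 in the wild type rose in the highest classes, and SYCP3 in Iho1KO fell from 10.1% in class 3 to 1.81% in class 8 and was 7.02% in class 10.

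The DMC1 lists ask whether break sites differ without HORMAD1. Of the 13808 wild-type hotspots, 4760 (34.5%, 33.7 to 35.3) were in the Hormad1KO list, and 4760 of the 5002 Hormad1KO hotspots (95.2%, 94.5 to 95.7) were in the wild-type list. The 50% of each list with the higher value moved these most, to 35.1% and 96.8%. In 4 equal classes of the wild-type value, from weakest to strongest, 2.32%, 11.5%, 36.5% and 87.6% of hotspots were found in Hormad1KO, and the 100 strongest were all found. Hotspots that were found had a median wild-type DMC1 value of 663, and those not found 73.5. Over the 4760 shared hotspots the values correlated with a Spearman rho of 0.673 (permutation p 1e-05, the smallest possible, across hotspots of 2 lists and not across replicates). On autosomes, the alternative that moved it most, it was 0.666. Wild-type hotspots lay at gene ends more often in the weakest 25% (22.0%, 20.6 to 23.4) than in the strongest 25% (5.48%, 4.76 to 6.28).

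The MEI4 share on the X chromosome was 3.58% in the wild type and 7.50% in Prdm9KO, a difference of 3.92 points (-0.226 to 11.9) that was not called and reversed to -5.95 without hotspot peaks. In Spo11KO the MEI4 share was 1.86% (-1.72 points, -2.82 to -0.773), and without hotspot peaks its interval included 0. The X share was lower than in the wild type for every list of IHO1, HORMAD1 and SYCP3 from Spo11KO, Mei4KO and Iho1KO. The number of X peaks was also lower in each. For HORMAD1 in Mei4KO (62 against 72) and SYCP3 in Iho1KO (47 against 54) it fell little. There the lower share came mainly from more peaks on other chromosomes. The number fell more in the others, such as IHO1 in Spo11KO (36 against 98). For IHO1 it was 6.17% in the wild type, 1.34% in Spo11KO (difference -4.82 points, -6.17 to -3.63), 2.41% in Mei4KO and 3.39% in Hormad1KO (-2.78 points, but -0.373 without hotspot peaks, where the interval included 0). For HORMAD1 it was 4.20% in the wild type, 1.28% in Spo11KO, 1.18% in Mei4KO and 1.27% in Iho1KO. For SYCP3 it was 2.83% in the wild type, 0.802% in Spo11KO, 0.889% in Mei4KO and 0.874% in Iho1KO. In Prdm9KO none of the 4 differences was called. The share of DMC1 hotspots on the X chromosome was 3.58% in the wild type and 4.36% in Hormad1KO (difference 0.781 points, 0.159 to 1.45).

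The hotspot with the highest wild-type DMC1 value, 20822.5, was at chromosome 11, 89610453 to 89613094, within the gene Ankfn1. It was followed by chromosome 2, 38136483 to 38138890, within Dennd1a (20513.5) and chromosome 1, 68487799 to 68490366, within Erbb4 (18961). In Hormad1KO the highest values were at the same Dennd1a hotspot (10257) and Ankfn1 hotspot (9403), and then at chromosome 11, 79545651 to 79548352, within Nf1 (8873.5). The files name no genome build, and gene names come from a table of another source. The region found in the most lists, 21 of 21, was at X, 169992820 to 169997240, outside annotated genes with Mid1 the nearest. The next were at chromosome 9, 124248858 to 124258029 (20 lists), X, 170002910 to 170008589 (20 lists), Y, 90766214 to 90771627 (19 lists) and X, 169985818 to 169988822, in Mid1 (19 lists). Another 2 regions, on chromosome 17 and Y, were in 19 lists too and came after these by summed overlap. Of the 10 regions in 18 or more lists, 8 were also in the CTCF list. Of the 80 MEI4 peaks of Prdm9KO, 71 lay within 3 Mb of the last peak end of their chromosome over all lists, 46 of them on chromosome 9 and 13 on Y, so that list describes few places.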

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

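The comparisons of proteins within a knockout that follow, and the tests of list thresholds and of peaks away from hotspots, were chosen after the changes at DMC1 hotspots and CTCF peaks had been seen. What drew attention in each case was a difference between groups: the shares of 2 proteins changed in opposite directions in the same knockout, each with an interval that excluded 0. There is 1 list per group, so the intervals of these gaps cover counting error only, and a difference between libraries or in depth that is particular to 1 list stays open throughout.

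In Spo11KO the share at DMC1 hotspots rose for IHO1 and fell for SYCP3, a gap of 59.0 percentage points (54.8 to 63.1). A different peak threshold alone would move the numbers of hotspot peaks and other peaks in the same direction. The IHO1 list had fewer peaks away from hotspots (log2 ratio -0.39) and more at hotspots (1.60), which argues against a threshold as the whole cause. The SYCP3 list had more away (1.04) and fewer at hotspots (-0.53). Over the whole SYCP3 list this argues against a threshold alone, but it rests on gene-end peaks. Of the SYCP3 peaks away from hotspots, 1068 of 1574 lay at gene ends, against 173 of 764 in the wild type. Among peaks that were not at gene ends, both kinds of SYCP3 peak were fewer in Spo11KO. There the SYCP3 change at hotspots was -11.8 points (-15.6 to -7.93), and the counts leave a stricter threshold open. The SYCP3 group of Spo11KO has 1 labelled sample where the wild type has 2, and that difference was not tested at hotspots. A role of breaks in placing SYCP3 may explain part of the gap and was not tested.

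In Iho1KO the share at hotspots rose slightly for MEI4 and fell for SYCP3, a gap of 44.7 points (42.0 to 47.3). The SYCP3 list had more peaks away from hotspots (log2 ratio 2.56) and fewer at hotspots (-0.38), which argues against a threshold alone. The MEI4 side of the gap is weak: its rise of 1.08 points was 0.693 on autosomes and -2.88 with the stronger 50% of hotspots. The gap therefore rests on SYCP3, whose Iho1KO group has 1 labelled sample.

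In Hormad1KO the share at hotspots rose for IHO1 and fell for SYCP3, a gap of 88.8 points (84.2 to 93.2). For IHO1, peaks away from hotspots dropped from 944 to 117 (log2 ratio -3.01) while hotspot peaks rose from 645 to 1743, which argues against a threshold alone. For SYCP3, both kinds of peak were fewer than in the wild type (log2 ratios -2.52 at hotspots and -0.29 elsewhere), so the counts leave a stricter threshold open. Of the 623 SYCP3 peaks away from hotspots in Hormad1KO, 42.1% (38.2 to 46.0) were not in the longer wild-type list. That share was looked at after the counts had failed to decide, and without a replicate list it is not known how many peaks 2 lists of the same group would fail to share. For SYCP3 a threshold and a change of place cannot be told apart. A dependence of IHO1 on HORMAD1 away from hotspots is a candidate explanation for the IHO1 part.

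In Spo11KO the share at CTCF peaks rose for HORMAD1 and fell for IHO1, a gap of 26.3 points (22.2 to 30.3). A share at CTCF peaks falls when hotspot peaks fill more of a list, so the shares were also taken among peaks that were not at hotspots. There both moved up, HORMAD1 by 5.99 points (2.44 to 9.59) and IHO1 by 3.41 (-1.44 to 8.22). The fall of IHO1 at CTCF peaks may thus mirror its rise at hotspots.

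In Hormad1KO the share at CTCF peaks rose for SYCP3 and fell for IHO1, a gap of 51.7 points (46.9 to 56.4). Among peaks that were not at hotspots, IHO1 still fell, with a change of -27.6 points (-34.9 to -18.6, with 117 peaks left in Hormad1KO), and SYCP3 still rose, by 12.4 points (7.19 to 17.5). A mirror of the hotspot peaks would not leave these changes. A loss of IHO1 from CTCF peaks without HORMAD1 may remain, as a hypothesis found and tested on the same lists.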

How the results depend on the processing

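All tests at gene ends and their alternatives were chosen after the data had been seen, because gene ends stood in for start sites, and so were the alternatives without hotspot peaks for shares at CTCF peaks and without gene-end peaks at hotspots. The other comparisons, alternatives and the sites to be named were set before the data were examined. The 207 results were recomputed under 1079 combinations with an alternative, of which 978 kept both direction and side of the threshold. The others were 52 that lost their call, 15 that gained one, 33 that reversed and 1 that moved without a threshold. The cause was not tested except where stated. No paired analysis was possible because each group has 1 list, although groups share replicate numbers; leaving out a replicate was not run for the same reason. All 27 pairs of proteins kept their call under each of their 5 alternatives.

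With random moves of 20 to 200 kb in place of placement anywhere on the chromosome, enrichment at DMC1 hotspots lost its call for MEI4 in Prdm9KO (0.72), IHO1 in Prdm9KO (0.40) and IHO1 in Mei4KO (0.13), and enrichment at CTCF peaks for MEI4 in Iho1KO (0.14), IHO1 in Hormad1KO (0.16) and DMC1 in Hormad1KO (0.10). At gene ends the log2 values reversed for MEI4 in the wild type (-0.14), Spo11KO (-0.28), Iho1KO (-0.34) and Hormad1KO (-0.15), IHO1 in Hormad1KO (-0.0776) and DMC1 in Hormad1KO (-0.21). By construction these moves keep each peak in its own neighbourhood, so enrichment that comes from the wider region is removed.

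With the stronger 50% of hotspots, enrichment lost its call for MEI4 (1.02) and IHO1 (0.73) in Prdm9KO and reversed for HORMAD1 in Prdm9KO (-0.0560). The MEI4 change in share lost its call in Spo11KO (0.252) and reversed in Iho1KO (-2.88) and Hormad1KO (-4.39).

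In the upper 50% of each list, enrichment at hotspots lost its call for MEI4 in Prdm9KO (0.87), IHO1 in Mei4KO (0.23), and HORMAD1 in Prdm9KO (0.00493) and Mei4KO (0.0555), where by construction fewer peaks were tested. The change at hotspots lost its call for MEI4 in Iho1KO (0.233) and reversed for MEI4 in Hormad1KO (-0.772). The change at CTCF peaks reversed for IHO1 in Spo11KO (2.32) and for SYCP3 in Spo11KO (9.20) and Iho1KO (7.80), and lost its call for DMC1 in Hormad1KO (-0.305). The change at gene ends lost its call for SYCP3 in Hormad1KO (4.77). The change on the X chromosome gained a call for MEI4 in Prdm9KO (9.18) and Hormad1KO (-1.34) and reversed for IHO1 in Prdm9KO (1.03). The share of Hormad1KO DMC1 hotspots in the wild-type list moved to 96.8%.

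On autosomes, the change at CTCF peaks lost its call for MEI4 in Prdm9KO (2.50) and SYCP3 in Prdm9KO (3.62), the enrichment at CTCF peaks for MEI4 in Prdm9KO (0.23), the change at hotspots for MEI4 in Iho1KO (0.693), and the difference between strong and weak hotspots for HORMAD1 in Prdm9KO (-0.240).

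With the 1 kb window, the share of wild-type peaks found again, at hotspots minus elsewhere, reversed for SYCP3 in Spo11KO (17.7) and lost its call for HORMAD1 in Spo11KO (-1.62). The change at CTCF peaks lost its call for SYCP3 in Prdm9KO (1.20), and the change at hotspots gained one for MEI4 in Hormad1KO (1.56). The difference between strong and weak hotspots lost its call for HORMAD1 in Mei4KO (-0.463) and gained one for IHO1 in Mei4KO (0.261). At gene ends, enrichment lost its call for MEI4 in the wild type (0.22) and Iho1KO (0.14). The change there gained a call for IHO1 in Prdm9KO (-3.57) and HORMAD1 in Prdm9KO (3.42) and Iho1KO (2.94), lost it for MEI4 (-0.588) and HORMAD1 (-0.371) in Spo11KO, and reversed for MEI4 in Hormad1KO (0.0784).

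With an overlap of at least 50% of the shorter interval, the share found again reversed for SYCP3 in Spo11KO (14.5). The change at CTCF peaks lost its call for SYCP3 in Prdm9KO (3.41). At gene ends, enrichment lost its call for MEI4 in Iho1KO (0.21) and Hormad1KO (0.18), and the change lost it for IHO1 in Mei4KO (1.39) and gained it for MEI4 in Hormad1KO (-1.20).

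With the ends of all annotated genes, enrichment lost its call for MEI4 in the wild type (0.12) and Iho1KO (0.12) and reversed for DMC1 in Hormad1KO (-0.0307), and the change gained a call for HORMAD1 in Prdm9KO (3.53) and lost it in Spo11KO (-1.74). With the gene end itself, enrichment lost its call for MEI4 in Iho1KO (0.16) and Hormad1KO (0.12). The change gained a call for MEI4 in Iho1KO (-1.53) and Hormad1KO (-1.69), lost it for IHO1 in Mei4KO (1.35), and reversed for HORMAD1 in Prdm9KO (-0.0956) and Iho1KO (-0.190).

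Between the strongest and weakest 10% of hotspots, where by construction fewer hotspots were compared, the difference lost its call for HORMAD1 in Prdm9KO (-0.290) and Mei4KO (-1.01) and for SYCP3 in Mei4KO (-0.724) and Iho1KO (-1.67). Without hotspot peaks, the change on the X chromosome lost its call for MEI4 in Spo11KO (-8.04) and IHO1 in Hormad1KO (-0.373), gained one for MEI4 in Hormad1KO (-10.7) and reversed for MEI4 in Prdm9KO (-5.95).

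Shares at CTCF peaks and gene ends were also taken among peaks that were not at hotspots, which by construction removes dilution by hotspot peaks and leaves few MEI4 peaks. At CTCF peaks the change reversed for SYCP3 in Prdm9KO (-16.4) and Mei4KO (-15.8), for IHO1 in Spo11KO (3.41) and for MEI4 in Spo11KO (3.57) and Iho1KO (0.959). It lost its call for MEI4 in Prdm9KO (7.74) and HORMAD1 in Mei4KO (3.07), and gained one for SYCP3 in Spo11KO (-21.7) and Iho1KO (-25.2). At gene ends the change reversed for IHO1 in Spo11KO (0.873), Mei4KO (-1.11) and Hormad1KO (4.38), for MEI4 in Hormad1KO (0.193) and for SYCP3 in Hormad1KO (-0.975), none called. For HORMAD1 it reversed to called falls in Prdm9KO (-4.48) and Iho1KO (-2.84). It lost its call for MEI4 in Prdm9KO (3.57) and Spo11KO (-8.93) and HORMAD1 in Mei4KO (2.47), and gained one for IHO1 in Prdm9KO (-10.4). Of the reversed changes at gene ends, those of HORMAD1 in Prdm9KO and Iho1KO were called, as falls.

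Among peaks that were not at gene ends, enrichment at hotspots lost its call for IHO1 in Prdm9KO (0.58) and Mei4KO (0.39), and the change at hotspots lost its call for MEI4 in Iho1KO (0.656).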

Other observations

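The tests in this part were chosen only after the patterns had been seen, except those of interval width, of low values in the other DMC1 list, of peaks shared with HORMAD1 or IHO1, and of the end of the X chromosome, which were set out before their results were known. Each pattern was found by looking through the same lists that it was tested on.

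Neighbouring hotspots shared the direction in which their DMC1 rank differed in Hormad1KO. Among 2814 hotspots with a wild-type value of 500 or more, the shift in rank correlated between neighbours up to 200 kb apart with a Pearson r of 0.573 across sites, against a highest value of 0.159 in 1000 shuffles within chromosomes, which argues against independent counting noise at each hotspot. After centring within classes of like wild-type value, r was 0.694, so hotspots of like strength lying together did not account for it. On 15 of 20 chromosomes r was above 0.5 between neighbours up to 1 Mb apart (lowest 0.387, highest 0.747), more than a few places of different copy number would give. Medians of 1 Mb windows ran from -26.3 at the 5th to 38.2 at the 95th percentile. The median on chromosome 18 was -20.4, an exception: those of the other chromosomes lay between -8.03 (chromosome 5) and 5.74 (chromosome 11). At like wild-type value, hotspots with a MEI4 peak in Hormad1KO had neighbours with a higher shift (area under the curve 0.664, above 0.5 on 16 of 20 chromosomes). The area was above 0.5 in 13 of 14 lists, from 0.474 for IHO1 in the wild type to 0.829 for SYCP3 in Hormad1KO. Wild-type lists of MEI4 (0.595), HORMAD1 (0.530) and SYCP3 (0.653), which cannot follow a change in Hormad1KO, were among them. In Hormad1KO the areas of MEI4 (0.664), IHO1 (0.753) and SYCP3 (0.829) were above those of their wild-type lists. In Iho1KO, MEI4 (0.768), HORMAD1 (0.744) and SYCP3 (0.777) were above their wild-type lists too. Whether loss of IHO1 brings a regional change like that of Hormad1KO was not tested, so the Iho1KO areas do not decide. Of the Spo11KO lists, only MEI4 (0.561) was below its wild type. An artefact of the DMC1 libraries and a regional change without HORMAD1 therefore cannot be told apart, since a regional bias common to these libraries and those of the other proteins could give such areas too. Across windows the shift went with the density of protein-coding genes (Spearman rho 0.309) and of CTCF peaks (0.340), each beyond 302 rotations of the windows (p 0.0033, the smallest possible), and fell with the density of wild-type hotspots (-0.232). A regional property that goes with gene and CTCF density may account for a part of the pattern. Gene and CTCF density were not separated, and these correlations leave most of the variation open. With 1 list per genotype, a difference between the 2 DMC1 libraries in another regional bias, such as base composition, was not tested.

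SYCP3 peaks lay at gene ends in Prdm9KO, Spo11KO, Mei4KO and Iho1KO. Leaving out hotspot peaks raised the wild-type share to 22.6%, still far below these lists, which argues against dilution by hotspot peaks. The Mei4KO group has 2 labelled samples like the wild type and a share of 64.4%, which argues against the number of samples. The Prdm9KO list is shorter than that of the wild type and had 59.8%, which argues against longer lists that reach weaker peaks. Of the 5712 such peaks in Spo11KO, Mei4KO and Iho1KO, 11.5% (10.7 to 12.3) were in the HORMAD1 or IHO1 list of the same knockout. Iho1KO has no IHO1 list and gave 3661 of these peaks (6.72% shared), and without it the share, taken afterwards, was 19.9% (18.3 to 21.7; 16.8% in Spo11KO and 25.7% in Mei4KO). In Prdm9KO, 60 of 363 SYCP3 gene-end peaks (16.5%) were in the HORMAD1 or IHO1 list. No group has a replicate list, but SYCP3 lists of different knockouts could be compared. Of the SYCP3 gene-end peaks of Prdm9KO, Spo11KO and Mei4KO, 78.8%, 75.9% and 85.2% were in the Iho1KO SYCP3 list (5380 peaks). The HORMAD1 list of Mei4KO is of like length (5275). This argues against signal common to these antibodies as the whole cause. Of the Mei4KO peaks, only 23.3% were in the shorter Prdm9KO SYCP3 list. Depth and thresholds are unknown, so such signal as a part of the cause stays open. In Hormad1KO the SYCP3 share at hotspots was also low (24.3%) but the share at gene ends was 21.5%, and 21.7% among peaks that were not at hotspots, so fewer hotspot peaks did not always go with gene-end peaks. No biological explanation was tested. Batches of SYCP3 libraries were not tested, since the labels give none.

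Weak wild-type DMC1 hotspots lay at gene ends. Of the weakest 25%, 22.0% did, against 5.79% for shuffled positions (one-sided permutation p 0.001, the smallest possible), which argues against calls at random positions. With a 1 kb window at each centre the weakest 25% still exceeded the strongest by 16.2 points, so interval width did not account for it. In the Hormad1KO list the difference was 0.400 points (-1.47 to 2.27), so the low values of that list did not lie at gene ends more often. The Hormad1KO list is shorter and held 80 of the 3452 weakest wild-type hotspots (2.32%), so it could hardly show the pattern. Whether its threshold left such sites out was not tested.

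Of the 10 regions in 18 or more of the 21 protein lists, 8 were also in the CTCF list, against 0.705 for shuffled positions (p 0.001, the smallest possible). Signal common to all antibodies may account for the 8. The other 2 regions, looked at after this count, were not in the CTCF list, and both were at wild-type DMC1 hotspots, as were 4 of the 10. What brings these 2 into so many lists was not tested. True binding of each protein was not excluded, and repeated sequence was not analysed here. In the MEI4 list of Prdm9KO 88.8% of peaks (71 of 80) lay in the last 3 Mb of chromosomes, against 1.52 to 22.5% in the other 20 protein lists.

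The lower X share of IHO1, HORMAD1 and SYCP3 in Spo11KO, Mei4KO and Iho1KO did not come only from loss of peaks in the last part of the X chromosome: without the X peaks past the last DMC1 hotspot, 8 of 8 comparisons still lay below the wild type. All 8 differences were smaller without that part (-3.79 points in place of -4.82 for IHO1 in Spo11KO), so it may hold a part of the fall. No biological explanation was tested.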
